A study of Mus musculus with 65 samples.

How the data were processed

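The series profiled chromatin of mouse G1E-ER4 cells, an erythroblast line, by chromatin immunoprecipitation followed by sequencing (ChIP-seq). Per the labels' protocols, DNA from lysed cells was sonicated, immunoprecipitated and purified, and libraries were prepared with unique dual-indexed primers. The labels describe 65 samples in 29 groups defined by subline, treatment and antibody. Groups were taken from the sample titles. The 9 peak sets used here cover 22 of these samples. The other 43 samples were not analysed here. They comprise the RNA polymerase II (Pol2) and H3K27ac ChIP, the CTCF, RAD21 and YY1 ChIP of auxin-treated LDB1-AID cells, the CTCF-AID subline, the cell-cycle stages of the MD-mCherry subline collected with 8.5 h of nocodazole, and the inputs.

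Each peak set deposited by the authors is a list of intervals with a chromosome, a start and an end, and it carries no score, no signal and no p-value. The values are therefore positions in bp. The set names call them consensus peaks, and the labels assign each set to all replicates of its group, so the replicates had been combined before deposit. The 5 sets of LDB1-AID cells combine 2 replicates each, and the 4 sets of SMC3-AID cells combine 3 replicates each. The peak caller, its threshold, the rule that made the consensus, the filters and the genome build are not stated in the labels or the deposited lists. Every interval was 400 bp wide, so the width carries no measure of signal. Read depth and peak height are unknown for all sets, and a difference in the number of peaks between sets can come from depth, antibody, calling or occupancy. No comparison between replicates could be made, and replicate libraries could not be compared for duplicates.

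The genome build was inferred as mm9 (NCBI37) from the style of the names of unplaced contigs and from peaks on chromosomes 1 and X that lie beyond the chromosome ends of adjacent builds. Coordinates are given in that build, counted from 1. The gene table at hand was of another assembly, so its coordinates were not used and no peak was assigned to a gene, an exon or an intron.

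Analyses used peaks on chromosomes 1 to 19, X and Y, with some exceptions. Comparisons of the residual RAD21 peaks, of the start of chromosome 9 and of peaks on other contigs counted all peaks. No set had a peak on Y. A peak was counted as shared when it had at least 1 bp in common with a peak of the other set. Shares are given with Wilson 95% intervals. These cover counting error only, since peaks are neither independent samples nor replicates. Each overlap was compared with random placement, in which the peaks of one set were moved by circular shift within the range covered by all sets on each chromosome, in 1000 draws. The p-value from random placement was one-sided, and the smallest value that 1000 draws can give is 0.001. Random placement leaves out the tendency of all peaks to lie in open chromatin, so the fold over it is large for most pairs of sets. Peaks with and without a second protein were compared by Fisher's exact test, two-sided, with the odds ratio and its 95% interval. Odds ratios in classes of peaks were compared by the Breslow-Day chi-square test. Clustering was measured as the share of peaks whose nearest neighbour lay within 25 kb, against uniform placement of the same number of peaks per chromosome in 1000 draws. Adjusted p-values are Benjamini-Hochberg values over the overlaps or over the odds ratios.

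The comparisons, tests and most alternatives were fixed before the data were examined. Alternatives were other overlap rules (at least 50% of both peaks, midpoints within 500 bp, or a gap of at most 1 kb), autosomes only, uniform placement, and a local shift of each peak by 10 to 100 kb. For clustering they were distances of 10 kb and 100 kb, merging of peaks within 1 kb, and draws from the union of the untreated LDB1-AID peaks. Alternatives added after the data were seen were odds ratios stratified by overlap with the untreated LDB1 peaks of the other subline, a logistic model with CTCF, RAD21 and YY1 together, the RAD21 peaks of the other subline, and the removal of chromosome 9 below 3.1 Mb. A count was treated as moved when it changed by more than 1.5 times, and tests used a threshold of 0.05.

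Planned comparisons of peak width were not run because all peaks were 400 bp wide. The planned promoter, GATA motif and CTCF motif results were not run because no sequence or annotation of the build was used here. The rule for naming peaks, set before the data were examined, took the widest peaks in each comparison and the 3 regions with the most LDB1 peaks. Since all widths were equal, only the 3 regions are named by that rule, and any other position was chosen after its values were seen.

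The overlap function was tested on simulated data. With 2000 planted overlaps it recovered 2003.9 above random placement, and 10729 randomly placed peaks gave a fold of 1.04. The counts matched those of bedtools, with a difference of 0 over 10729 peaks. For simulated data with a confounder and a true odds ratio of 2, the Mantel-Haenszel estimate was 2.07 and the crude estimate was 3.33. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and bedtools 2.31.1.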

Results

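ChIP-seq peaks of LDB1, CTCF, RAD21 and YY1 were compared in sublines of G1E-ER4, a mouse erythroblast line. LDB1 is a non-DNA-binding cofactor that is brought to erythroid enhancers by GATA1 and TAL1. RAD21 and SMC3 are subunits of cohesin, and CTCF is the DNA-binding protein at which cohesin accumulates. In the LDB1-AID and SMC3-AID sublines the named protein carries an auxin-inducible degron, a tag through which auxin triggers degradation of the protein. Cells were left untreated or were treated with auxin for 4 h.

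The LDB1-AID sets, each built by the authors from 2 replicates, held 10741 LDB1, 54286 CTCF, 33204 RAD21 and 12833 YY1 peaks in untreated cells, and 1047 LDB1 peaks after auxin. The SMC3-AID sets, each built from 3 replicates, held 8594 LDB1 and 15245 RAD21 peaks in untreated cells. After auxin they held 7245 LDB1 and 25 RAD21 peaks. Replicates had been combined in each set, so no value below has a replicate error, and the read depth behind the peaks is unknown.

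**Figure D1:**
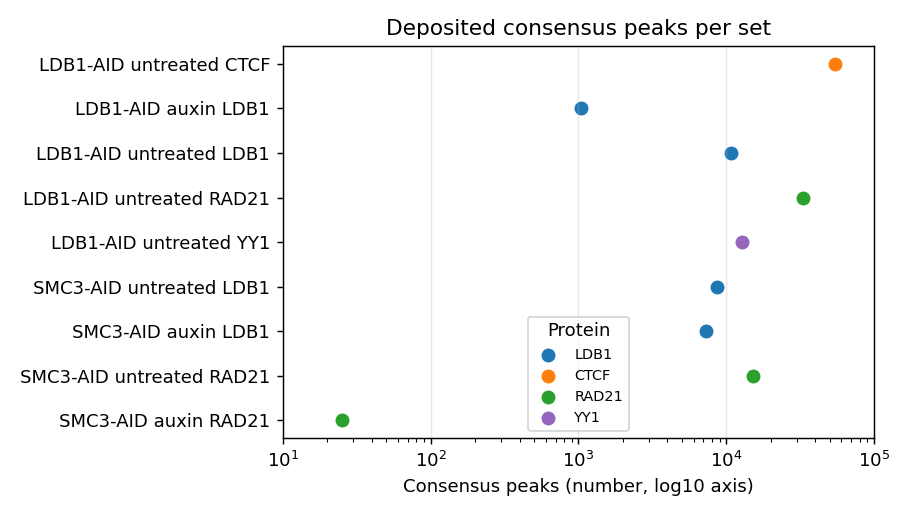
Number of deposited consensus peaks in each of the 9 sets, on a log10 axis, with 1 point per set coloured by protein. LDB1 fell from 10741 to 1047 peaks after auxin in LDB1-AID cells and from 8594 to 7245 in SMC3-AID cells, and RAD21 fell from 15245 to 25 in SMC3-AID cells.

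The targeted protein was examined first in each degron subline, to ask whether auxin removed it from chromatin. Of 10729 untreated LDB1 peaks on the main chromosomes of LDB1-AID cells, 834 overlapped a peak called after auxin, which was 7.77% (Wilson 95% interval 7.28 to 8.3). Random placement of the auxin peaks gave a mean of 3.66 shared peaks, so the overlap was 228-fold above it (one-sided random placement, permutation p = 0.001, the smallest 1000 draws can give). Across the alternatives this fold ranged from 62.1 with the local shift of each peak by 10 to 100 kb to 431 with an overlap of at least 50% of both peaks. In SMC3-AID cells, 14 of 15223 untreated RAD21 peaks overlapped a RAD21 peak after auxin, which was 0.092% (0.0548 to 0.154). Random placement gave a mean of 0.124 (113-fold, permutation p = 0.001). Without chromosome 9 below 3.1 Mb, 3 RAD21 peaks were kept.

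The residual RAD21 peaks were not spread like the untreated ones. Of the 25 residual peaks, 11 lay within 34.9 kb at the start of chromosome 9 (3000143 to 3035080), a region singled out after its values were seen. The same region held 16 untreated and 12 auxin LDB1 peaks of SMC3-AID cells and 11 untreated RAD21 peaks. In LDB1-AID cells it held 2 untreated LDB1, 3 auxin LDB1 and 2 YY1 peaks, and 0 RAD21 and 0 CTCF peaks. A CTCF peak of LDB1-AID cells was present at 2 of the 25 residual RAD21 peaks (8%, Wilson 95% interval 2.22 to 25), against 92.3% of the 15245 untreated RAD21 peaks (Fisher's exact test, two-sided, p = 7.67e-24).

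The next comparison asked whether LDB1 occupancy depended on cohesin. After SMC3 depletion, 6715 of 8585 untreated LDB1 peaks of SMC3-AID cells were kept, which was 78.2% (77.3 to 79.1). This was 322-fold above random placement (permutation p = 0.001). The spread between untreated sets of different sublines served as a yardstick, because replicates could not be compared. Of the same 8585 peaks, 7219 were found in the untreated LDB1 set of LDB1-AID cells, which was 84.1% (83.3 to 84.8). The 2 target sets differed in size, with 7237 and 10729 peaks, so these shares are not on the same footing. As a measure that counts the peaks of both sets, the Jaccard index was 0.737 between untreated and auxin-treated SMC3-AID cells, and 0.596 between the 2 untreated sublines. By share, 21.8% of untreated SMC3-AID peaks were not found after SMC3 depletion and 15.9% were not found in LDB1-AID cells, while 33% of LDB1-AID peaks were not found in untreated SMC3-AID cells. The loss after SMC3 depletion thus lay between the shares unshared by the untreated sublines in the 2 directions. In the reverse direction, 523 of 7237 LDB1 peaks called after auxin in SMC3-AID cells (7.23%) had no counterpart in the untreated set.

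Peaks seen in both sublines were kept more often. Of the untreated SMC3-AID LDB1 peaks found in LDB1-AID cells, 83.3% (82.4 to 84.1) were kept after SMC3 depletion, against 51.5% (48.9 to 54.2) of the 1366 not found there (odds ratio 4.68, Fisher's exact test, two-sided, p = 1.76e-129). After LDB1 depletion, 10% (9.35 to 10.7) of the 7192 LDB1-AID peaks found in SMC3-AID cells were kept, against 3.19% (2.66 to 3.83) of the 3537 others. This split was not planned.

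Whether LDB1 sites with cohesin were lost more often than other LDB1 sites was tested within SMC3-AID cells. LDB1 peaks with a RAD21 peak were lost less often, at 41 of 446 (9.19%), than those without, at 1829 of 8139 (22.5%). The odds ratio of loss was 0.349 (95% interval 0.252 to 0.484; Fisher's exact test, two-sided, p = 8.24e-13, adjusted p = 1.24e-12). With the larger RAD21 set of LDB1-AID cells it was 0.401, and stratified by presence in the other subline it was 0.377. In comparisons that were not planned, the YY1 and CTCF peaks were those of untreated LDB1-AID cells, since SMC3-AID cells had no such sets. The odds ratio of loss was 0.383 (0.326 to 0.45) for LDB1 peaks with a YY1 peak and 0.709 (0.562 to 0.893) for those with a CTCF peak. In a logistic model with the CTCF, RAD21 and YY1 peaks of LDB1-AID cells together, the odds ratio of loss was 1.07 (0.841 to 1.37) for CTCF, so the CTCF difference did not hold. It was 0.458 (0.393 to 0.533) for RAD21 and 0.453 (0.385 to 0.534) for YY1. The CTCF value again averaged over classes that differed (Breslow-Day chi-square test, p = 0.00128). By the same LDB1-AID sets, the odds ratio of being kept with CTCF was 0.645 (0.471 to 0.884) among peaks with RAD21 and 1.47 (0.988 to 2.17) among those without.

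Co-occupancy of LDB1 with architectural proteins was measured in untreated LDB1-AID cells. A CTCF peak was present at 794 of 10729 LDB1 peaks, which was 7.4% (6.92 to 7.91) and 4.15-fold above random placement. A RAD21 peak was present at 2697 LDB1 peaks, or 25.1% (24.3 to 26) and 23.1-fold. A YY1 peak was present at 2190, or 20.4% (19.7 to 21.2) and 48.1-fold. As a reference, 26833 of 33160 RAD21 peaks carried a CTCF peak, or 80.9% (80.5 to 81.3) and 45.3-fold. Each of these overlaps had a permutation p of 0.001 and an adjusted p of 0.001. The local shift of 10 to 100 kb, which keeps each peak in its neighbourhood, lowered the folds to 1.9 for CTCF, 8.66 for RAD21 and 16.3 for YY1 (permutation p = 0.001 for each).

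LDB1 and RAD21 also met away from CTCF. Among the 9935 LDB1 peaks without CTCF, 2060 overlapped a RAD21 peak without CTCF, which was 20.7% (19.9 to 21.5) and 98.9-fold above random placement (permutation p = 0.001). Seen from RAD21, 6327 peaks of LDB1-AID cells (19.1%) had no CTCF peak, and 32.8% (31.6 to 33.9) of these carried LDB1. Among the 26833 with CTCF, 2.34% (2.16 to 2.52) carried LDB1. The RAD21 set of SMC3-AID cells gave far lower counts. With it, 504 LDB1 peaks of LDB1-AID cells carried RAD21 (4.7%, 9.33-fold above random placement), and 239 without CTCF did. In that set 1170 RAD21 peaks (7.69%) had no CTCF peak, of which 20.9% (18.7 to 23.4) carried LDB1. The number of LDB1 sites with cohesin thus differed by more than 1.5 times between the RAD21 sets of the 2 sublines.

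**Figure D2:**
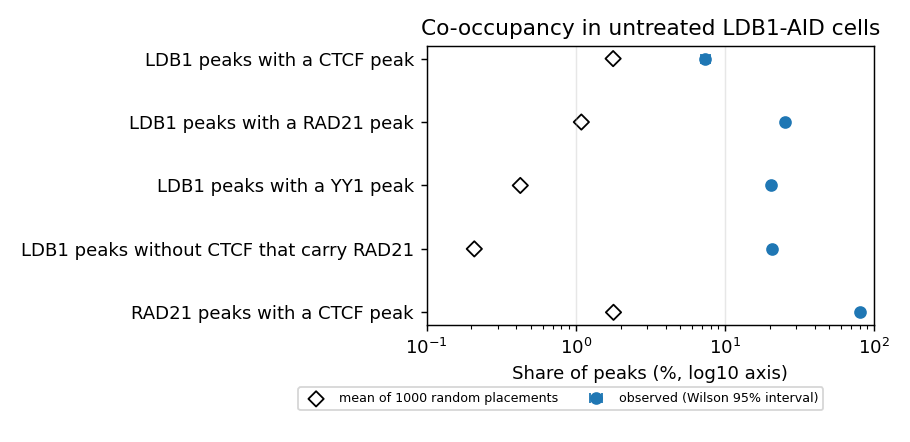
Share of peaks that carry a peak of a second protein in untreated LDB1-AID cells, in percent on a log10 axis. Filled points are observed shares with Wilson 95% intervals, which are narrower than most points, and open diamonds are the means of 1000 random placements, which lie between 0.209% and 1.79%.

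The untreated sublines were compared with each other. Of 10729 LDB1 peaks of LDB1-AID cells, 7192 overlapped an LDB1 peak of SMC3-AID cells, or 67% (66.1 to 67.9) and 236-fold above random placement. Of 15223 RAD21 peaks of SMC3-AID cells, 14406 overlapped a RAD21 peak of LDB1-AID cells, or 94.6% (94.3 to 95) and 86.1-fold. Both had a permutation p of 0.001. In the other direction 43.4% (42.8 to 43.9) of the 33160 RAD21 peaks of LDB1-AID cells were found in the smaller set.

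The LDB1 sites still called after LDB1 depletion were described by the other proteins at them. A peak with RAD21 was kept in 498 of 2697 cases (18.5%), against 336 of 8032 (4.18%) without, an odds ratio of 5.19 (4.48 to 6; Fisher's exact test, two-sided, p = 8.26e-109, adjusted p = 4.96e-108). With YY1, 388 of 2190 (17.7%) were kept, against 446 of 8539 (5.22%), an odds ratio of 3.91 (3.38 to 4.52; Fisher's exact test, p = 1.83e-70, adjusted p = 5.48e-70). With CTCF, 82 of 794 (10.3%) were kept, against 752 of 9935 (7.57%), an odds ratio of 1.41 (1.11 to 1.79; Fisher's exact test, p = 0.0071, adjusted p = 0.0071). The CTCF result changed direction in a logistic model with the 3 proteins together, where the odds ratio was 0.679 (0.526 to 0.876) for CTCF, 4.43 (3.8 to 5.18) for RAD21 and 2.81 (2.41 to 3.27) for YY1. Among peaks with RAD21, 12.1% (9.61 to 15.1) of the 537 with CTCF were kept and 20% (18.4 to 21.8) of the 2160 without CTCF, an odds ratio of 0.549 (0.415 to 0.727). Among peaks without RAD21, 6.61% (4.17 to 10.3) of the 257 with CTCF were kept and 4.1% (3.68 to 4.57) of the 7775 without CTCF, an odds ratio of 1.66 (1 to 2.74). The 2 odds ratios differed (Breslow-Day chi-square test, p = 0.000102), so the model's value for CTCF averages over classes that differed. The interval among peaks without RAD21 reached 1, so an opposite direction there was not established. This split was chosen after the data were seen.

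By combination, the lowest share kept was at the 6593 LDB1 peaks with none of the 3 proteins, at 3.08% (2.69 to 3.52). The highest was at the 791 peaks with RAD21 and YY1 but no CTCF, at 29% (25.9 to 32.2). After SMC3 depletion the corresponding shares of SMC3-AID peaks, classified with the same LDB1-AID sets, were 73% (71.8 to 74.1) of 5417 and 92.5% (90.2 to 94.3) of 655.

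**Figure D3:**
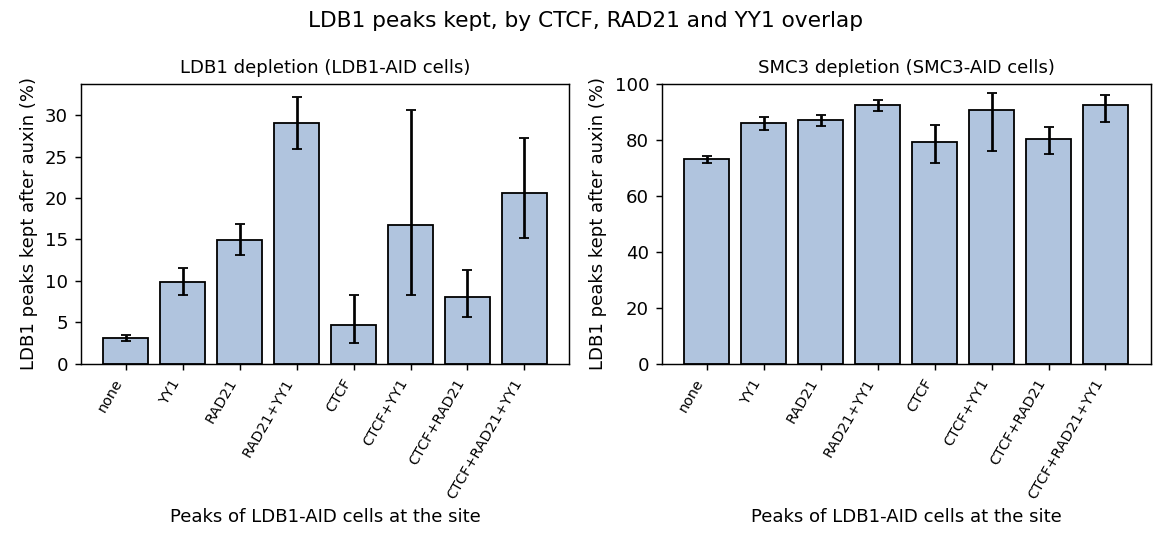
Share of untreated LDB1 peaks kept after auxin, in percent, by the CTCF, RAD21 and YY1 peaks of untreated LDB1-AID cells at the site, with Wilson 95% intervals as error bars. The left panel shows LDB1 depletion and the right panel SMC3 depletion, with different axis ranges, and in both the class with no other protein was lowest, at 3.08% and 73%.

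Because the series concerns networks of several enhancers, linear clustering of LDB1 sites was measured. Of 10729 LDB1 peaks, 6686 had another LDB1 peak within 25 kb, or 62.3%, against 19.9% under uniform placement (3.13-fold, permutation p = 0.001). For YY1 the shares were 62.1% observed and 23.6% under uniform placement, for RAD21 74.5% and 49%, and for CTCF 82.7% and 66.4%. The larger sets have neighbours more often by chance, which limits the fold they can reach, so the folds of sets of different size were not ranked. Drawn from the union of all untreated LDB1-AID peaks in place of uniform positions, LDB1 peaks had a neighbour in 40.5% of cases, and the fold was 1.54 (permutation p = 0.001). For YY1 the same draw gave 45.9% and a fold of 1.35 (permutation p = 0.001), so an excess over the union was not particular to LDB1. With the chain of neighbours within 25 kb as a region, 4043 LDB1 peaks stood alone and 2358 regions held 2 or more. A total of 230 regions held 5 or more peaks and together contained 1422 peaks (13.3%).

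The 3 regions with the most LDB1 peaks held 13 each. The region on chromosome 11 (11700831 to 11795857, 95 kb) had RAD21 at 4, YY1 at 4 and CTCF at 2 of its LDB1 peaks, and none was kept after LDB1 depletion. Of its 13 peaks, 10 were found in untreated and 9 in auxin-treated SMC3-AID cells. The region on chromosome 12 (78157757 to 78201112, 43.4 kb) had RAD21 at 8, YY1 at 6 and CTCF at 1 of its LDB1 peaks. Of its peaks 2 were kept after LDB1 depletion, and 8 were found in untreated and 7 in auxin-treated SMC3-AID cells. The region on chromosome 8 (124808472 to 124873759, 65.3 kb) had RAD21 at 4, YY1 at 4 and CTCF at 1 of its LDB1 peaks. It kept 1 after LDB1 depletion, and 11 of its peaks were found in untreated and 11 in auxin-treated SMC3-AID cells. Genes at these regions were not assigned.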

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

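Peaks outside the main chromosomes entered only the tests below and the comparisons of the residual RAD21 peaks and of the start of chromosome 9. Of the 9 sets, 8 held more than 3 peaks outside the main chromosomes, the limit that a count of 0 allows. The test of overlap with other proteins was fixed before its result was seen, and the test of mitochondrial peaks was chosen after.

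On mitochondrial DNA and unplaced contigs, the LDB1-AID sets held 63 CTCF, 44 RAD21, 17 YY1 and 12 LDB1 peaks in untreated cells and 4 LDB1 peaks after auxin. The SMC3-AID sets held 22 RAD21 and 9 LDB1 peaks in untreated cells and 8 LDB1 peaks after auxin. A technical explanation is sequence that gives a peak with any antibody, in which case such LDB1 peaks should coincide with other proteins more often. Of the 12 untreated LDB1 peaks there in LDB1-AID cells, 33.3% (Wilson 95% interval 13.8 to 60.9) lay on a CTCF, RAD21 or YY1 peak, against 38.5% on the main chromosomes (Fisher's exact test, two-sided, p = 0.777). With 12 peaks, this explanation and real binding on unplaced sequence cannot be told apart. No biological explanation was tested, since the design names none.

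Mitochondrial peaks were present in all 5 LDB1-AID sets, 19 among 112111 peaks, and in 0 of the 4 SMC3-AID sets with 31109 peaks, which allows a share of up to 0.00964%. By set size alone this difference had p = 0.0212 (Fisher's exact test, two-sided). For LDB1 and RAD21 sets alone there were 9 among 44992 peaks of LDB1-AID cells (Fisher's exact test, p = 0.0133). These tests restate the counts that prompted them, and any reason for a count of 0 would give the same p-values. Different filters for the sets of the 2 sublines and a different mitochondrial DNA content of the libraries cannot be told apart, since the sets hold no read counts and the filters are not stated.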

How the results depend on the processing

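Across 28 results, 142 alternative values were computed, and 135 kept the direction and the side of the threshold, or a count within 1.5 times. All 68 alternative folds over random placement stayed above 1 and past the threshold. The local shift of 10 to 100 kb gave lower folds than circular shift in every overlap, down to 1.9 for LDB1 peaks with CTCF. For LDB1 clustering the fold ranged from 1.51 within 100 kb to 4.89 within 10 kb.

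Of 47 alternative counts, 5 moved. LDB1 peaks with CTCF numbered 411 when at least 50% of both peaks had to overlap and 2120 when a gap of 1 kb was allowed, against 794. Both folds, at 4.29 and 3.32, stayed near the reported 4.15, so these counts follow the width of the window. With the RAD21 peaks of SMC3-AID cells, an alternative chosen after the data were seen, LDB1 peaks with RAD21 numbered 504 against 2697, and those without CTCF numbered 239 against 2060. That RAD21 set is smaller, with 15223 against 33160 peaks on the main chromosomes. Whether depth, calling or biology made it smaller was not tested. RAD21 peaks kept after SMC3 depletion numbered 3 against 14 without chromosome 9 below 3.1 Mb, which was also chosen after the data were seen and by construction removes the region with most kept peaks.

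Of 27 alternative odds ratios, 2 reversed. CTCF overlap and retention after LDB1 depletion went from 1.41 to 0.679 in the logistic model with CTCF, RAD21 and YY1 together, chosen after the data were seen. The other 5 alternatives for it ranged from 1.37 to 1.69. In that model 1 value stands for all peaks, whereas the odds ratio was 0.549 among peaks with RAD21 and 1.66 among those without. For RAD21 and YY1 the model gave 4.43 and 2.81, on the same side as the reported values. The same kind of model for loss after SMC3 depletion, also chosen after the data were seen, took the odds ratio for CTCF from 0.709 to 1.07 (0.841 to 1.37), an interval that includes 1. There too the odds ratios with and without RAD21 differed, but the interval among peaks without RAD21 included 1. For RAD21 and YY1 the model for SMC3 depletion gave 0.458 and 0.453.

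No paired analysis was possible because each deposited consensus set combines its replicates. For the same reason no replicate was left out in turn. Not run were the stricter peak sets by score or width and the stratification by width, since all peaks were 400 bp wide and carried no score. Fixed windows of 400 bp equal the deposited peaks and move nothing. The width, promoter and motif results and their alternatives were not run. Read depth is unknown, so it cannot be said which of the unshared peaks were near the calling threshold.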

Other observations

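The tests of clustering and of the peaks called after auxin in SMC3-AID cells were fixed before their results were seen, and all other tests in this part were chosen after. Each explanation below was found on the same data it was tested on.

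LDB1 peaks called in LDB1-AID cells after auxin but not before numbered 207 on the main chromosomes. Of these, 7.73% (Wilson 95% interval 4.81 to 12.2) lay on an untreated LDB1 peak of SMC3-AID cells, against 86.4% (83.9 to 88.5) of the 836 auxin peaks also called untreated. The 7.73% was 28.6-fold above random placement (permutation p = 0.001), so a minority may be LDB1 sites that the untreated set had missed. Peaks called in both conditions are a selected comparator, but among the untreated LDB1 peaks that were lost, 65.4% were found in SMC3-AID cells. Both comparators had passed calling in untreated LDB1-AID cells, which the 207 peaks had not, and the SMC3-AID set is smaller. The low share therefore cannot decide whether most of the 207 were LDB1 sites near the calling threshold that the untreated set had missed. In addition, 49.3% (42.5 to 56) lay on a YY1 peak, 122-fold above random placement (permutation p = 0.001), with fewer on a RAD21 or a CTCF peak. The YY1 share was close to the 47.2% (43.9 to 50.6) of peaks called in both conditions. The RAD21 share of 34.8% (28.6 to 41.5) was below the 59.7% (56.3 to 63) of peaks called in both conditions, and the CTCF share of 15.5% (11.2 to 21) stood against 10.3% (8.41 to 12.5). Sites that many antibodies precipitate, such as accessible regions, would be expected to give LDB1 peaks in untreated cells too. By definition the 207 peaks had none in the same cells, and 7.73% lay on one in SMC3-AID cells. That does not favour such sites for most of these peaks. The YY1, RAD21 and CTCF shares all exceeded random placement, so the YY1 share does not single out such sites. They stay open for the YY1 excess among kept LDB1 peaks. The RAD21 values argue against such sites as the whole reason for the RAD21 excess. Redistribution of remaining LDB1 to new sites was not tested and stays open.

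The RAD21 and YY1 excess among LDB1 peaks kept after LDB1 depletion was also seen when another protein was depleted. After SMC3 depletion the odds ratio of loss was 0.383 for LDB1 peaks with a YY1 peak of LDB1-AID cells. It was 0.349 for those with a RAD21 peak of SMC3-AID cells. That is consistent with sites of more LDB1 signal staying above the calling threshold whatever was depleted. If cohesin at a site held LDB1 there, LDB1 peaks with RAD21 should have been lost more often once SMC3 was depleted, and the odds ratio of 0.349 goes the other way. The peak sets hold no signal, so the comparison was not matched for LDB1 signal. A role of YY1 in holding LDB1 was not tested and stays open beside the technical explanations.

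Of the 523 LDB1 peaks called only after auxin in SMC3-AID cells, 63.7% (59.5 to 67.7) lay on an untreated LDB1 peak of LDB1-AID cells, 184-fold above random placement (permutation p = 0.001). Of the 6714 auxin peaks also called untreated, 89.5% (88.8 to 90.2) did. Most of the 523 thus lay on sites where LDB1 was called without SMC3 depletion. This overlap cannot tell sites near the calling threshold that the untreated set missed from gain of LDB1 after cohesin loss. Both stay open for all 523 peaks.

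Most residual RAD21 peaks after SMC3 depletion were not typical cohesin sites. Escape of strong cohesin sites from depletion would leave CTCF at most of them, and 8% carried CTCF against 92.3% before depletion. Instead, 44% (26.7 to 62.9) of the 25 lay on an untreated LDB1 peak of the same cells, against 2.95% of untreated RAD21 peaks (Fisher's exact test, two-sided, p = 5.13e-11). Sequence that gives a peak with any antibody would do this. At the start of chromosome 9, LDB1-AID cells also had 2 untreated LDB1, 3 auxin LDB1 and 2 YY1 peaks, but 0 of 54286 CTCF and 0 of 33204 RAD21 peaks. CTCF was below YY1 there for the size of the sets (Fisher's exact test, two-sided, p = 0.0366). These rows go both ways and rest on few peaks, so sequence that gives a peak with any antibody stays open. The values of LDB1-AID cells argue against a site of LDB1 and cohesin, in a region singled out after its values were seen. None of the 11 untreated RAD21 peaks there was found in LDB1-AID cells, against 94.7% of the other 15234 (Fisher's exact test, two-sided, p = 9.96e-15). This restates the count of 0 RAD21 peaks there and adds no evidence to it. LDB1 peaks of LDB1-AID cells there numbered 2 before and 3 after LDB1 depletion, while the set fell from 10741 to 1047 (Fisher's exact test, p = 0.00609). All 11 RAD21 peaks were kept after SMC3 depletion, against 4 of the other 15234, but kept peaks defined the region, so this is no separate evidence. Of those 4, 2 matched residual peaks with CTCF and RAD21 in LDB1-AID cells, so escape from depletion stays open for these 2. Outside the region 2 of 14 residual peaks lay on LDB1 (14.3%, against 2.88%; Fisher's exact test, p = 0.0604), too few to decide. A total of 9 residual peaks overlapped no peak of any other set.

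Clustering was compared with retention. After LDB1 depletion 8.14% of peaks with an LDB1 neighbour within 25 kb and 7.17% of lone peaks were kept (odds ratio 1.15, 95% interval 0.988 to 1.33; Fisher's exact test, two-sided, p = 0.0741). Stratified by RAD21 and YY1 overlap, the odds ratio was 0.862 (0.737 to 1.01). After SMC3 depletion 79.6% of peaks with a neighbour and 76.5% of lone peaks were kept (odds ratio 1.2, 1.09 to 1.33; Fisher's exact test, two-sided, p = 0.000426). Stratified by the RAD21 and YY1 peaks of LDB1-AID cells, that odds ratio was 1.09 (0.98 to 1.21). Within RAD21 and YY1 classes the interval after SMC3 depletion included 1 but still allowed an excess. After LDB1 depletion neither odds ratio passed the threshold. Better retention of LDB1 at clustered sites after both depletions was thus neither established nor excluded.

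The share of peaks per chromosome differed between the untreated sublines in the same way for both proteins. Chromosome 12 held 3.37% of LDB1 peaks in SMC3-AID cells and 4.32% in LDB1-AID cells (log2 ratio -0.36, Fisher's exact test, two-sided, adjusted p = 0.0149 over 40 tests). For RAD21 the shares were 3.36% and 4.2% (log2 ratio -0.32, Fisher's exact test, adjusted p = 0.000332). The RAD21 shares of chromosomes 1 and 3 also differed (Fisher's exact test, adjusted p = 0.0282 and 0.0485), with log2 ratios of 0.15 and 0.16. Over all chromosomes the difference passed the threshold for RAD21 (chi-square test, p = 1.41e-05) and not for LDB1 (chi-square test, p = 0.236). Across 20 chromosomes, the log2 ratios of LDB1 and RAD21 correlated with Pearson's r of 0.871 (permutation p = 1e-05, the smallest the 100000 permutations can give, adjusted p = 3e-05) and Spearman's rho of 0.725 (permutation p = 0.0005, adjusted p = 0.0006). Without chromosomes 12 and X, the farthest from the median, r was 0.703 (permutation p = 0.00106, adjusted p = 0.00106). With LDB1 peaks that carry RAD21 left out, so that the proteins share no sites, r was 0.89 and rho 0.735, and r was 0.755 without chromosomes 12 and X. These are 6 relations across chromosomes, not across samples.

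Fewer weak peaks in the smaller SMC3-AID sets would be one reason for such shifts. Where depletion shortened the list within a subline, chromosome 12 did not lose its share: after LDB1 depletion 9.72% of its LDB1 peaks were kept, against 7.69% elsewhere (odds ratio 1.29, 95% interval 0.943 to 1.77). After SMC3 depletion 78.2% were kept there and 78.2% elsewhere (odds ratio 0.999, 0.752 to 1.33), an interval that leaves a loss of the size to be explained open. LDB1 depletion is not the same as calling fewer weak peaks in another untreated subline, so its values cannot decide on this reason. The RAD21 share of chromosome 12 was not tested in this way. The reason stays open for both proteins. On chromosome X fewer peaks were kept than elsewhere after both depletions, 5.64% against 7.81% (odds ratio 0.705, 0.382 to 1.3) and 76.1% against 78.3% (0.884, 0.596 to 1.31). Its peaks were too few to decide, so the reason stays open there. A difference in chromosome copy number between the sublines may explain shifts shared by both proteins, and the r of 0.89 is what it predicts. The shift of chromosome 1 lay in its distal part, with log2 ratios from 120 Mb on of 0.28 for LDB1 and 0.32 for RAD21, and below 120 Mb of 0.04 and -0.03 (Fisher's exact test of the parts, two-sided, p = 0.123 for LDB1 and 0.000592 for RAD21). Input coverage, which would show copy number directly, was not analysed here, nor was a difference in chromatin state between the sublines, and this remains a hypothesis.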
